A study of Mus musculus with 6 samples. Its data were reported in "Disruption of tRNA biogenesis enhances proteostatic resilience, improves later-life health, and promotes longevity" (2024).

How the data were processed

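Duodenum RNA of 6 female mice was analysed, 3 wild type and 3 heterozygous for Polr3b, on a C57BL/6N background. The authors selected RNAs by size, removed base methylation that stops reverse transcription, and sequenced paired-end libraries. They trimmed reads with Cutadapt, quantified them with Salmon against a decoy-aware index of all mouse RNAs on GRCm39, and imported the short sequences with tximport. The deposited values are estimated counts (expected counts), already rounded to whole numbers, per transcript and library, neither scaled nor pooled. Salmon divides reads among similar sequences by a model, so a whole number in the table is a rounded estimate and not a tally of reads. Closely related transcripts, such as tRNA copies, 5S copies and pseudogenes, can receive all of the shared reads in 1 library and none in another, which makes the value of a single member uncertain.

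Groups were taken from the sample labels. The wild-type columns matched their samples by name and number. The other columns are headed with the name of a different Pol III subunit, and were assigned to the heterozygous group because it is the only other group of the series. Which column belongs to which heterozygous mouse was not known, so they serve as unpaired replicates and are numbered here in column order. Column totals ran from 1719869 to 9771623. They cover short transcripts and are not the sequencing depth.

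Transcripts were named through the GENCODE vM21 annotation on GRCm38, matching Ensembl identifiers without their version: 1356 of 1742 Ensembl identifiers matched, 24 of them with the same version, and 386 did not. The longest matched transcript had 299 bases. No coordinates are given, since the annotation and the authors' index use different builds. The 187 features with RNAcentral identifiers were taken as nuclear tRNAs. 5S rRNAs and other Pol III RNAs (7SK, RNase P, RNase MRP, U6, vault, Y and 7SL) were defined by gene name or by at least 80% identity over at least 80% of both lengths to a named gene (BLAST). Bc1, which Pol III also transcribes, is not in the study's classes and was left with the other named transcripts. Unmatched transcripts can include copies of Pol III RNAs. Near-identical transcripts (at least 95% identity over at least 95% of both lengths) formed 41 clusters with 131 members. tRNA and unmatched sequences were not used here, so they entered no cluster.

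The test was the DESeq2 (version 1.42.0) Wald test with genotype as the term, median-of-ratios size factors, default independent filtering and Cook's filtering, and a Benjamini-Hochberg adjusted p-value under 0.1, after the study's methods. An adjusted p-value was given for 734 transcripts and left missing for 1195. edgeR (version 4.0.16) with its quasi-likelihood test, TMM factors and filterByExpr was the alternative. Sets were tested with fry and camera in limma (version 3.58.1) on voom values of R 4.3.3. Class shares and the tRNA pool were compared by exact permutation tests over all assignments of the 6 libraries, 20 for a two-sided and 10 for a one-sided comparison, with the smallest p at 0.1. Wilson intervals are at the 95% level (scipy 1.17.1). They and the floor of 3 counts cover counting error only, since reads without molecular identifiers are not independent molecules.

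Both tests were tested on simulated counts with the means and library sizes of the 1929 transcripts. The 200 transcripts changed 8-fold were drawn from those with a mean normalised count of at least 10. Each transcript was simulated on its own, once per setting, so reads shared between similar sequences were not modelled. The rates below therefore do not cover transcripts with fewer counts or such shared reads. With the dispersion estimated for each transcript, DESeq2 recovered 74.5% of the changed transcripts with 14.4% of its calls false, and edgeR recovered 64% with 7.2% false. With a dispersion of 0.1 for every transcript, DESeq2 recovered 99% with 4.8% false and edgeR 98% with 4.9% false.

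The following were chosen before the data were examined: the tests, their alternatives and the rule for naming transcripts. The rule was to name up to 4 induced and 4 repressed tRNA features with the smallest p-values among the calls, up to 3 calls of each further Pol III class and of mitochondrial tRNAs, up to 3 higher and 3 lower calls among the rest, any Polr3b transcript (0 were found), and the most abundant transcript of each class. Identifiers with no paired gene name were limited to 2 induced and 2 repressed features. Among the rest, the 3 named calls are therefore given in place of calls without a name, a choice made after their values were seen. The alternatives were other size factors (TMM, library total, positive counts, and transcripts outside the Pol III classes), filters on low counts, Cook's filtering off, a threshold of 0.05, summing near-identical transcripts, other set tests, other denominators and distances, and leaving out each library in turn. The library total without the most abundant transcript was added after the data had been seen. Male mice, worms and flies were not analysed here.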

Results

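Short RNAs were sequenced from the duodenum, the first part of the small intestine, of female mice of 2 genotypes. Wild-type mice and mice heterozygous for a loss-of-function allele of Polr3b were compared, with 3 libraries each. Polr3b encodes a subunit of RNA polymerase III (Pol III), the enzyme that transcribes tRNAs, 5S rRNA and a set of other short noncoding RNAs such as U6, RNase P, RNase MRP, vault and Y RNAs. The deposited table held estimated counts of 1929 short transcripts. Of these, 187 were nuclear tRNA features, 18 were 5S rRNAs, 72 were other Pol III RNAs and 22 were mitochondrial tRNAs, which Pol III does not make. A further 1244 transcripts had a name outside these classes. The remaining 386 had no match in the reference annotation, so their identity was not known and they were counted outside the Pol III classes.

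The total count over these transcripts was 1719869, 4078753 and 3712235 in wild-type replicates 1 to 3 and 8869767, 9771623 and 3076652 in heterozygous libraries 1 to 3. The heterozygous libraries are numbered in the order of the table's columns, since only their genotype was known. The DESeq2 size factors ran from 0.337 in wild-type replicate 1 to 2.194 in heterozygous library 2. A count of 0 allowed a share of up to 0.000174% of the counts in the shallowest library and up to 3.07e-05% in the deepest. Libraries of 1 genotype were not duplicates of each other. Their Spearman correlation over the 626 transcripts with a mean count of at least 10 was at most 0.938, between wild-type replicates 2 and 3, and at least 0.761, between wild-type replicates 1 and 3. The transcript of the mutated gene itself was not analysed here, so the genotype labels had no check in these counts.

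The first question was which short RNAs differed between genotypes. DESeq2 called 17 of the 734 transcripts with an adjusted p-value at a false discovery rate of 10%, 7 higher and 10 lower in heterozygotes. At an unadjusted p-value under 0.05 there were 52. The count depended on the test. The quasi-likelihood test of edgeR, with TMM normalisation and its default filter on low counts, called 0 of 577 transcripts, with a smallest adjusted p-value of 0.696 and 19 transcripts at an unadjusted p-value under 0.05. Of the 17 transcripts called by DESeq2, 6 passed edgeR's filter and all 6 of those changed in the same direction there. In 12 of the 17, every library of 1 genotype was at or under 3 counts, and in 8 of these 12 a library of the other genotype was at or under 3 counts as well. The number of calls also rested on single libraries. It was 55 without wild-type replicate 1, 68 without heterozygous library 3 and 7 without heterozygous library 2.

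**Figure D1:**
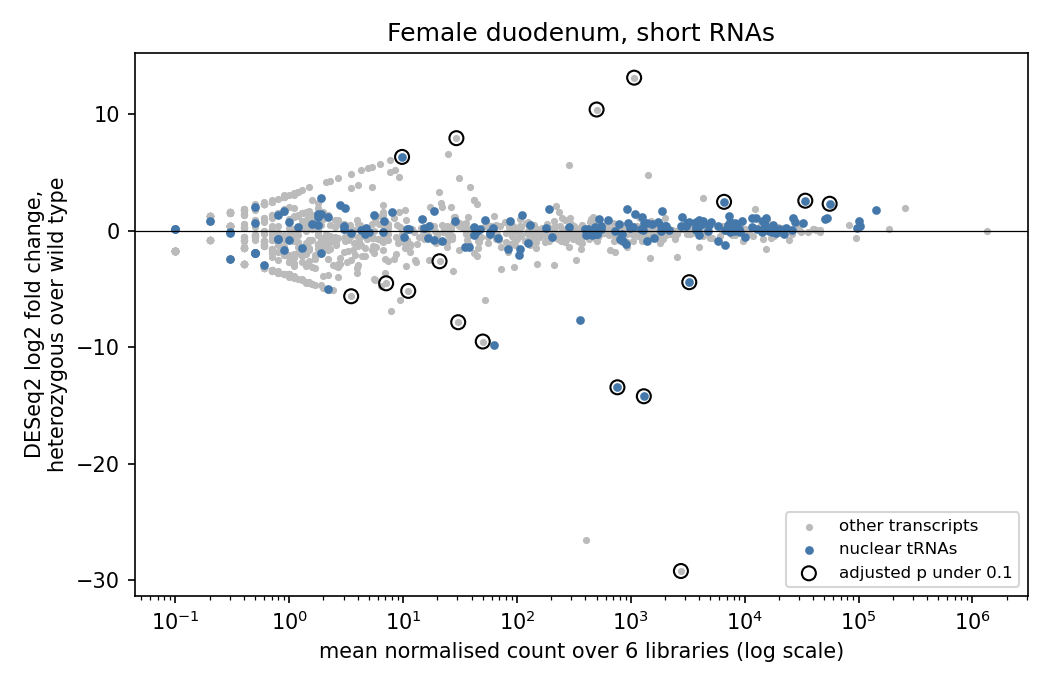
DESeq2 log2 fold change (heterozygous over wild type) against the mean normalised count over the 6 libraries on a log axis, 1 point per transcript with nuclear tRNAs in blue. Circles mark the 17 transcripts with an adjusted p-value under 0.1; those with a log2 fold change beyond 5 in size had at most 3 counts in every library of 1 genotype, so the plotted value does not estimate a size.

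The second question was whether tRNAs were among the RNAs that changed. Of the 152 nuclear tRNA features with an adjusted p-value, 7 were differentially expressed in the DESeq2 test, 4 induced and 3 repressed in heterozygotes. Adjusted over the list alone, the count was also 7. The edgeR test called 0 of 136 tRNA features, with 8 at an unadjusted p-value under 0.05. With the library total in place of the median-of-ratios size factors, DESeq2 called 4 tRNA features, 1 induced and 3 repressed. Without wild-type replicate 1 it called 34 tRNA features, 29 induced and 5 repressed, and without heterozygous library 2 it called 3, 1 induced and 2 repressed. Repressed features also outnumbered induced ones without wild-type replicate 3 (1 induced, 5 repressed), heterozygous library 1 (2 and 5) or heterozygous library 3 (4 and 5). Without wild-type replicate 2 there were 4 induced and 2 repressed.

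The tRNA features carry RNAcentral identifiers, and their isotypes and anticodons were not analysed here. The induced feature with the smallest p-value was URS000062C4DE_10090, with 776, 2729 and 1618 counts in the wild-type replicates and 37009, 17639 and 4161 in the heterozygous libraries. Its normalised count was 2013.2 ± 576.6 in wild type and 11175.9 ± 5703.7 in heterozygotes (SD, n = 3 each), a log2 fold change of 2.47 (SE 0.61, DESeq2 adjusted p = 0.00416). edgeR gave a log2 fold change of 2.44 with an adjusted p of 0.768. URS00002D40C8_10090 followed, with 5889, 28460 and 16710 counts in wild type and 280561, 205816 and 26948 in heterozygotes. Its normalised count was 18768.9 ± 5593.2 in wild type and 92831.5 ± 42299.5 in heterozygotes (SD, n = 3 each), a log2 fold change of 2.31 (SE 0.61, DESeq2 adjusted p = 0.0102), and the edgeR adjusted p was 0.925. Both features were higher in every heterozygous library than in every wild-type library after normalisation. With the library total as the scaling, neither passed the DESeq2 threshold, at adjusted p-values of 0.152 and 0.382.

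The 2 repressed features with the smallest p-values rested on wild-type replicates 2 and 3. URS000038D8D3_10090 had 0, 6056 and 3013 counts in the wild-type replicates and 0 in every heterozygous library (DESeq2 adjusted p = 0.000509). Against a floor of 3 counts it was at least 932-fold lower in heterozygotes. URS000037D0FB_10090 had 0, 3253 and 2079 counts in wild type and 0 in every heterozygous library (DESeq2 adjusted p = 8e-04), and was at least 546.5-fold lower. Both were at 0 in wild-type replicate 1, so the difference between replicates of the wild type was as large as that between the genotypes. Neither passed edgeR's filter. The third repressed feature had counts in every library, 445, 16517 and 3528 in wild type and 886, 247 and 179 in heterozygotes. Its normalised count was 6236.7 ± 7156.8 in wild type and 290.1 ± 160.5 in heterozygotes (SD, n = 3 each), higher in every wild-type library than in every heterozygous library, with a log2 fold change of -4.43 (SE 1.08, DESeq2 adjusted p = 0.00416). edgeR gave a log2 fold change of -4.49 with an adjusted p of 0.991. Of the other 2 tRNA calls, both induced, 1 had 0 counts in every wild-type replicate and 18, 28 and 20 in the heterozygous libraries, at least 4.2-fold higher. The other had counts in every library, 2077, 18887 and 8139 in wild type and 182253, 143897 and 11869 in heterozygotes. Its log2 fold change was 2.57 (SE 0.80, DESeq2 adjusted p = 0.061). The most abundant tRNA feature, with 36799, 64251 and 36914 counts in wild type and 520198, 623833 and 63529 in heterozygotes, had a log2 fold change of 1.73 (SE 0.73) and did not pass the threshold (DESeq2 adjusted p = 0.443).

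**Figure D2:**
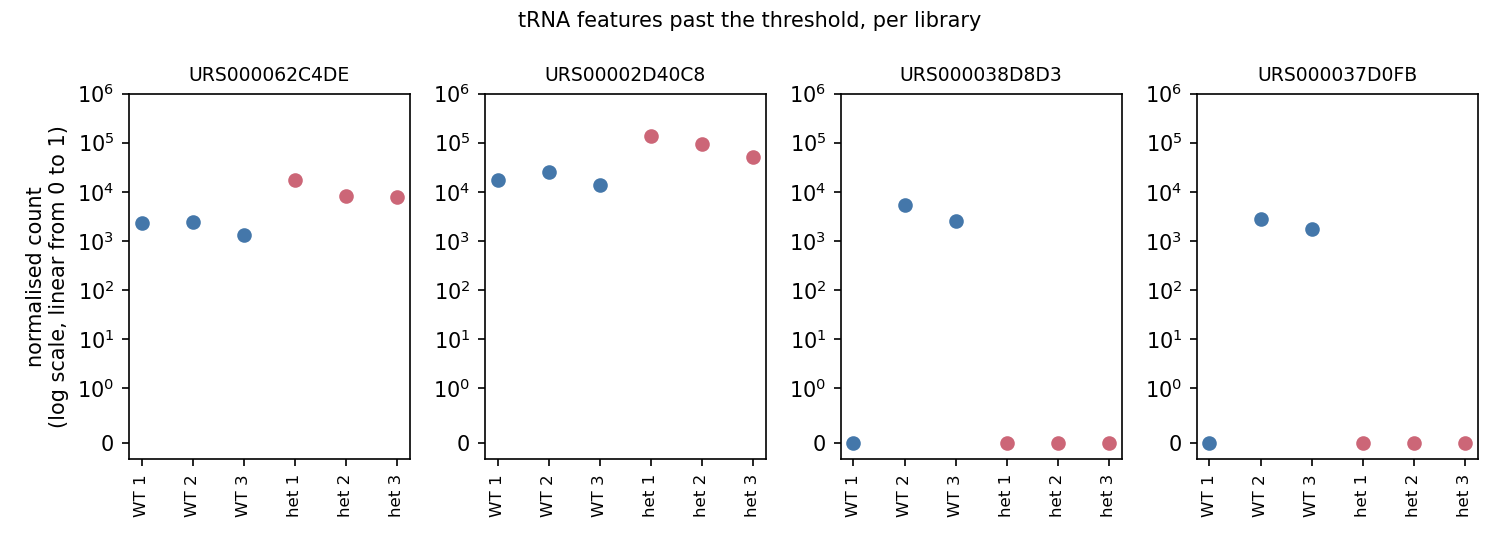
Normalised counts of 4 tRNA features in each of the 6 libraries (blue, wild type; red, Polr3b heterozygous), on an axis that is logarithmic above 1 and linear from 0 to 1. The induced features (left pair) were higher in each of the 3 heterozygous libraries, while the repressed features (right pair) were at 0 in wild-type replicate 1 as in the heterozygous libraries.

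The 5S rRNAs held a mean of 0.058% of the counts in wild type and 0.145% in heterozygotes (0.421% in heterozygous library 3). The other Pol III RNAs held 0.254% and 0.188%. Both classes cover the members found by name or sequence match, and any copies among the unmatched transcripts were not tested with them. No 5S rRNA was called among the 11 with an adjusted p-value, and 0 were at an unadjusted p-value under 0.05. This count was 7, all lower in heterozygotes, when heterozygous library 3 was left out. The most abundant 5S feature, Gm24089, had 821, 499 and 361 counts in wild type and 144, 128 and 12204 in heterozygotes, and its log2 fold change of 2.85 (SE 1.93) became -4.03 without that library. Cook's filtering gave it no p-value when all libraries were used. None of the other Pol III RNAs was called among the 17 with an adjusted p-value, and 0 were at an unadjusted p-value under 0.05. The most abundant of them, Rmrp, the RNA of RNase MRP, had a normalised count of 4533.3 ± 792 in wild type and 4659.7 ± 1788.4 in heterozygotes (SD, n = 3 each), a log2 fold change of 0.04 (SE 0.51, DESeq2 adjusted p = 1). Its counts were 1231, 5437 and 6225 in wild type and 6431, 14490 and 2309 in heterozygotes. Of the 22 mitochondrial tRNAs 0 were called and 0 were at an unadjusted p-value under 0.05. The most abundant, mt-Ti, had 8889, 72452 and 67622 counts in wild type and 124127, 71369 and 21173 in heterozygotes, a log2 fold change of -0.15 (SE 0.59).

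As a background measured the same way, 10 of the 554 transcripts outside the Pol III classes with an adjusted p-value were called by DESeq2, 3 higher and 7 lower in heterozygotes. Of these, 7 had no name in the reference annotation and 3 were named. The call with the smallest p-value of all had no name, with 0, 9981 and 9361 counts in wild type and 0 in every heterozygous library. The named calls were all lower in heterozygotes. The pseudogene Gm10222 had 33, 0 and 243 counts in wild type and 0 in each heterozygous library (DESeq2 adjusted p = 0.0369), at least 35.9-fold lower. Its call was lost when its counts were summed with those of its near-identical transcript, mt-Nd4l, which had 0, 140 and 186 counts in wild type and 320, 421 and 54 in heterozygotes. The sum had a log2 fold change of -0.39 (SE 0.75, DESeq2 adjusted p = 0.998). Leaving out any single library but wild-type replicate 2 also lost the call of Gm10222, at DESeq2 adjusted p-values from 0.228 to 0.999. The snRNA Gm26264 had 12, 33 and 50 counts in wild type and 5, 9 and 7 in heterozygotes, a log2 fold change of -2.63 (SE 0.85, DESeq2 adjusted p = 0.0913). The miRNA Gm24572 had 4, 4 and 7 counts in wild type and 0 in each heterozygous library (DESeq2 adjusted p = 0.0954), at least 2.5-fold lower. The most abundant named transcript, the snRNA Gm23804, had 60983, 182124 and 220234 counts in wild type and 465931, 430579 and 91909 in heterozygotes, a log2 fold change of 0.17 (SE 0.33). The most abundant transcript of all, without a name, held from 21.1% to 47.5% of a library's counts. Its 816526, 860436 and 1024074 counts in wild type and 2232200, 3684418 and 685599 in heterozygotes gave a log2 fold change of 0.00 (SE 0.69).

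The share of called transcripts was 4.61% among tRNAs (7 of 152) and 1.72% among all other tested transcripts (10 of 582). Of the 10 other calls, 7 came from 128 unmatched transcripts, which can include copies of Pol III RNAs. The other 3 came from 404 named transcripts. A comparison without the unmatched transcripts was not made. The difference of 2.89 percentage points between tRNAs and all others did not pass 0.05 (Fisher's exact test, two-sided, p = 0.0612), and transcripts are not independent replicates. It was -2.74 percentage points without heterozygous library 3 and 17.6 without wild-type replicate 1. In 5 of the 6 fits that left out 1 library it was above 0 with a p-value of this test under 0.05. Some of these fits tested many more other transcripts without more tRNA calls. The calls were 6 of 183 tRNAs and 6 of 1042 others without wild-type replicate 3. They were 7 of 182 and 9 of 1085 without heterozygous library 1, and 3 of 183 and 4 of 1555 without heterozygous library 2. Under 6 alternatives that kept all libraries the p-value of this exact test was under 0.05, the smallest being 0.00254 with size factors over transcripts outside the Pol III classes. Under the other 4 it was not. The difference was 1.09 percentage points with the library total (Fisher's exact test, p = 0.294), 2.34 with size factors from positive counts (Fisher's exact test, p = 0.101), 3.39 over transcripts with a mean count of at least 10 (Fisher's exact test, p = 0.0543) and 0 with edgeR, which made no calls.

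The tRNA set was then tested as a whole. The median DESeq2 log2 fold change of the tRNA features was 0.25, and -0.13 over all transcripts. With the library total as the scaling both were lower, at 0.00 (just under 0) for tRNAs and -0.45 over all transcripts. The tRNA median lay above that of all transcripts by 0.36 to 0.45 under the 5 scalings used in DESeq2. These medians include transcripts with few counts. Over transcripts with a mean count of at least 10, the medians lay closer, at 0.26 for tRNAs and -0.01 over all. With features at or under 3 counts in a genotype set to their bound, the tRNA median was 0.20. The rotation test fry of limma, on the 136 tRNA features that passed edgeR's filter, gave p-values of 0.317 for a shift of the set and 0.299 for mixed changes. This test rests on a linear model and is not an exact one; over the 10 splits of the 6 libraries, 3 gave a fry p-value for a shift as small. After Benjamini-Hochberg adjustment over the 4 sets tested these became 0.528 and 0.675. The p-values for a shift were 0.396 for 5S rRNAs, 0.164 for other Pol III RNAs and 0.829 for mitochondrial tRNAs, all at a Benjamini-Hochberg value of 0.528 or above. Without wild-type replicate 1 the tRNA median was 1.16, and the fry p-values were 0.0544 for a shift and 0.000818 for mixed changes, with Benjamini-Hochberg values of 0.218 and 0.00327. The camera test with an estimated correlation gave a p-value of 0.0434 in that fit.

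Summing a class removes the choice between similar sequences of that class in the read assignment. Similar sequences among the unmatched transcripts are still counted apart. Nuclear tRNAs made up 25.2% ± 4.21 of the counts in wild type and 33.9% ± 3.5 in heterozygotes (SD, n = 3 each). Each of the 3 heterozygous libraries (37.9%, 31.4% and 32.5%) lay above the wild-type replicates (28.7%, 26.3% and 20.5%). The 95% Wilson interval of a share was at most 0.0739 percentage points to either side in any library, which covers counting error only. The difference of 0.44 on the log2 scale had the smallest p that 3 libraries against 3 allow (exact permutation test, two-sided, p = 0.1), so the design could not reach 0.05, and the Benjamini-Hochberg value over the 6 classes tested was 0.6. When the counts of transcripts outside the Pol III classes were the denominator, the difference was 0.62 on the log2 scale. With DESeq2 size factors it was 0.75 and without the most abundant tRNA feature 0.31, and the genotypes overlapped in both (exact permutation test, two-sided, p = 0.2). When the most abundant transcript was taken out of the library total, the share was 54.6%, 33.3% and 28.3% in wild type and 50.6%, 50.3% and 41.8% in heterozygotes, and the genotypes overlapped. Mitochondrial tRNAs made up 14.1% ± 8.05 of the counts in wild type and 10.8% ± 4.57 in heterozygotes (exact permutation test, two-sided, p = 0.8, n = 3 each). The shares of 5S rRNAs, other Pol III RNAs, named transcripts outside these classes and unmatched transcripts gave exact permutation p-values of 0.7, 0.3, 0.4 and 0.9.

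**Figure D3:**
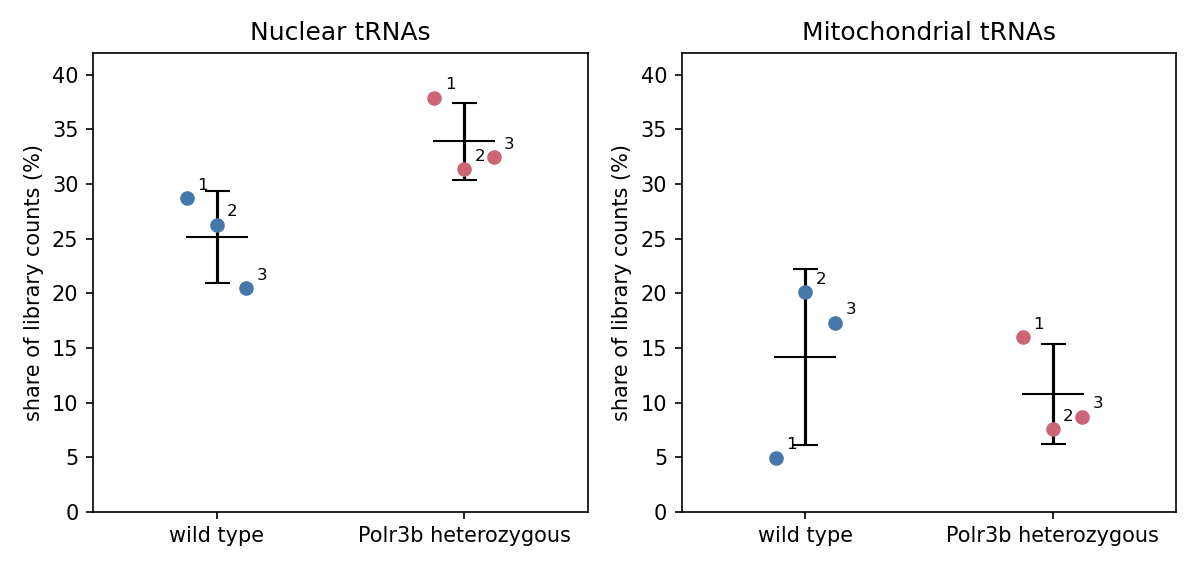
Share of each library's counts (%, axis from 0) held by nuclear tRNAs and by mitochondrial tRNAs, 1 point per library with its number, bars showing the mean and SD of 3 libraries. The nuclear tRNA share was above 31% in each heterozygous library and below 29% in each wild-type replicate, whereas the mitochondrial tRNA shares overlapped.

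Last, the composition of the tRNA pool was compared. The mean Bray-Curtis distance between the tRNA shares of 2 libraries (0 for equal shares, 1 for none in common) was 0.288 between genotypes and 0.276 within them. The difference of 0.0124 was matched or exceeded by 4 of the 10 splits of the 6 libraries (exact permutation test, one-sided, p = 0.4). Without heterozygous library 2 the difference was -0.0319, and with the most abundant tRNA feature left out it was -0.0038. Other distances, and 1 fit without a library, gave the smallest p that the design allows. The difference was 2.52 for Euclidean distances of log2 values and 0.0158 for 1 minus the Spearman correlation (exact permutation test, one-sided, p = 0.1 for each), and 0.0578 for the Bray-Curtis distance without heterozygous library 3 (exact permutation test, one-sided, p = 0.1).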

Values the study reported

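The study called transcripts at a false discovery rate of 10%, among sequences below 300 bases. Sequencing gave a sample average of 15 M reads. In worms with reduced Pol III, 35 tRNAs were reported as differentially expressed, of which 9 (26%) rose. In the guts of flies heterozygous for a Pol III mutation, the study reported that most of the changed tRNAs were induced. For mice it reported significant tRNA changes in females and none in males.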

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

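The number of differentially expressed transcripts was 17 (7 higher, 10 lower) in the DESeq2 test. edgeR's quasi-likelihood test called 0 transcripts in every class, 0 tRNA features and 0 transcripts outside the Pol III classes among them, and requiring at least 10 counts in at least 3 libraries gave 7, of which 6 were among the 17. That filter left 6 higher and 1 lower call in place of 7 and 10, and 2 calls outside the Pol III classes in place of 10. Gm24572, with at most 7 counts in any library, was removed by it, whereas Gm26264 was still tested and no longer passed the threshold (DESeq2 adjusted p = 0.194). Across the other 8 settings that kept all libraries the count was from 13 to 20. With the library total as the scaling, 4 were higher and 10 lower, and 4 tRNA features were called (1 higher, 3 lower) in place of 7 (4 higher, 3 lower). That scaling moved the median log2 fold change of all transcripts by -0.32 and positive counts moved it by 0.13, so changes are best read relative to that median. The tRNA median lay above it by 0.38 with median-of-ratios factors, by 0.45 with the library total and by 0.39 with positive counts. That median includes transcripts with few counts, which widened the gap. Over transcripts with a mean count of at least 10, the medians were 0.26 for tRNAs and -0.01 over all.

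Single libraries moved these counts further. Across the 6 fits that each left out 1 library, the calls ranged from 7 to 68 over all transcripts, from 3 to 34 for tRNAs, from 0 to 7 for 5S rRNAs, from 0 to 1 for other Pol III RNAs and from 4 to 52 outside the Pol III classes. The low values for all transcripts and for tRNAs came without heterozygous library 2. The 34 tRNA calls came without wild-type replicate 1 and included the 7 made with all libraries. The 68 calls, 54 of them lower, and the 7 calls for 5S rRNAs came without heterozygous library 3. The call among other Pol III RNAs was the U6 copy Gm23057 without wild-type replicate 1 or 2, and also with Cook's filtering off, which gave 1 call in this class. Its 2, 0 and 2927 counts in wild type and 0 in each heterozygous library put it on a single library. Cook's filtering gave Gm23057 no p-value when all libraries were used. Without heterozygous library 1 the call was Rn7s6, a 7SL gene with 18, 16 and 21 counts in wild type and 129, 1 and 1 in heterozygotes. Both were named after their values were seen. The cause of these shifts was not tested.

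The difference in the share of calls between tRNAs and other transcripts was 2.89 percentage points (Fisher's exact test, p = 0.0612). It passed 0.05 in Fisher's exact test with TMM factors (3.1, p = 0.0202), size factors over transcripts outside the Pol III classes (3.81, p = 0.00254), at least 10 counts in at least 3 libraries (3.27, p = 0.00957), Cook's filtering off (3.82, p = 0.00656), an adjusted p under 0.05 (2.69, p = 0.0153) and near-identical transcripts summed (3.15, p = 0.0265). Summing left the tRNA features as they were, with 7 calls of 152, and changed only the other transcripts, to 8 calls of 548. The difference did not pass 0.05 in Fisher's exact test with the library total (1.09, p = 0.294), positive counts (2.34, p = 0.101), a mean count of at least 10 (3.39, p = 0.0543) or edgeR (0 calls). It ranged from -2.74 to 17.6 across the 6 fits that each left out 1 library. In 5 of these fits it was above 0 and Fisher's exact test gave p-values under 0.05, from 3.95e-12 without wild-type replicate 1 to 0.0492 without wild-type replicate 2, and it reversed (-2.74, p = 0.261) without heterozygous library 3. The number of other transcripts tested changed too, from 582 with all libraries to 1555 without heterozygous library 2. The cause of the differences between fits was not tested.

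For the tRNA set (median log2 fold change 0.25), camera with its preset correlation of 0.01 gave p = 1.55e-14 at the same median of 0.25, whereas camera with an estimated correlation of 0.361 gave p = 0.143 and fry gave p = 0.317. The preset also called 5S rRNAs (p = 0.0145), with an estimated-correlation p of 0.439. Neither call held under fry or an estimated correlation. The median was -0.0033 with the library total, which lowered the median of all transcripts as well and left the tRNA median above it. It ranged from -0.0022 to 1.16 across the fits that left out 1 library, and was -0.0022 without wild-type replicate 3.

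The higher tRNA share in heterozygotes kept its direction under every alternative tried, from 0.31 without the most abundant tRNA feature to 0.75 with DESeq2 size factors on the log2 scale (exact permutation p = 0.2 for both, so that the genotypes overlapped), and from 0.30 to 0.54 across the fits that left out 1 library. The untransformed share differed by 8.75 percentage points (exact permutation p = 0.1). No fit could pass 0.05 with so few libraries. The difference in tRNA pool composition reversed without the most abundant tRNA feature (-0.0038), without heterozygous library 1 (-0.0284) and without heterozygous library 2 (-0.0319), and ranged from -0.0319 to 0.0578 across the fits that left out 1 library. Euclidean distances of log2 values (2.52) and 1 minus the Spearman correlation (0.0158) gave p = 0.1, the smallest the exact permutation test allows.

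Among single transcripts, the direction reversed for Gm24089 without heterozygous library 3 (-4.03), for Rmrp with the library total (-0.33), without wild-type replicate 1 (-0.08) and without heterozygous library 2 (-0.30), for mt-Ti without wild-type replicate 2 (0.10) and without heterozygous library 2 (0.02), and for Gm23804 with the library total (-0.14). The values with the library total include its common shift of -0.32, which turns any small positive value negative. Across the fits that left out 1 library, the log2 fold change ranged from -4.03 to 4.40 for Gm24089, from -0.30 to 0.27 for Rmrp, from -0.44 to 0.10 for mt-Ti and from -0.26 to 0.75 for the most abundant transcript. The most abundant transcript, at a log2 fold change of 0.00, reversed with TMM factors (0.11), with positive counts (0.22), and without wild-type replicate 1 (0.75), heterozygous library 1 (0.13) or heterozygous library 3 (0.05). None of these values passed the threshold except that of Gm24089 (DESeq2 adjusted p = 0.00475). In 35 further cases a named transcript no longer passed the threshold, and in 2 it newly passed. Those 2 were the most abundant tRNA feature without wild-type replicate 1 (log2 fold change 2.335, DESeq2 adjusted p = 0.00727) and without heterozygous library 3 (2.041, DESeq2 adjusted p = 0.0892). The 2 repressed tRNA features passed the threshold in every fit that could test them. The induced feature URS00002D40C8_10090 did not pass without wild-type replicate 3, heterozygous library 1 or heterozygous library 2 (DESeq2 adjusted p = 0.228, 0.251 and 0.455). URS000062C4DE_10090 passed in every fit that left out 1 library, at a DESeq2 adjusted p of up to 0.099.

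No paired analysis was possible because the titles of the heterozygous samples carry no replicate number, and nothing links the numbers in their column headings to a wild-type mouse. The number of transcripts with a count rose with the total count in 5 of the 6 libraries. It was 763 in wild-type replicate 1, the shallowest, 873 in heterozygous library 3, 983 in wild-type replicate 2, and 1060 and 1082 in heterozygous libraries 1 and 2, the deepest. Wild-type replicate 3, the third shallowest, had the most, at 1222. Whether depth limits the calls was not tested.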

Other observations

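The tests below were chosen after the results were seen, and the prediction for the thinned libraries was set down before that test was run. With 3 libraries against 3 there are 10 splits of the 6 libraries, so the share of splits with a result as large cannot fall under 0.1. As many calls as the 17 between genotypes arose in 3 of the 10 splits, the real one included, and as many tRNA calls in 2 of 10. Outside the Pol III classes 3 of 10 splits gave as many calls. For the difference in the share of calls the number was 2 of 10, and for a fry p-value of the tRNA set as small it was 3 of 10. For 5S rRNAs and other Pol III RNAs, with 0 calls, all 10 splits gave as many by construction. The split with the most calls set wild-type replicate 1 and heterozygous libraries 1 and 3 against the rest, with 65 calls and 37 among tRNAs. edgeR, which called 0 between genotypes, called 7 transcripts when wild-type replicate 1 was grouped with heterozygous libraries 1 and 2. Differences between mice that fell by chance along the genotypes and an effect of genotype cannot be told apart for these counts, because the design has too few splits.

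Some libraries lay nearer to the other genotype than to their own. Over the 626 transcripts with a mean count of at least 10, wild-type replicate 1 had a mean Spearman correlation of 0.782 with the other wild-type replicates and 0.848 with the heterozygous libraries. Heterozygous library 3 had 0.834 with its own genotype and 0.86 with wild type. Low depth is a technical explanation for the first, since wild-type replicate 1 was the shallowest library. When all libraries were thinned to its total of 1719869 counts, its excess correlation with the other genotype was still from 0.064 to 0.067 over 20 draws, which argues against sampling depth as the whole cause. Mislabelled samples would place the same libraries nearer to the other genotype in any large set of transcripts. This held for 2 libraries over all transcripts. It also held for 2 over the 143 tRNA features with a mean count of at least 10, but these were wild-type replicates 1 (0.857 against 0.921) and 3 (0.903 against 0.913), and heterozygous library 3 lay nearer to its own genotype (0.953 against 0.915). By the Bray-Curtis distance of tRNA shares, which follows the abundant features, heterozygous library 3 was nearest to wild-type replicate 2 (0.149), the smallest distance of any pair. Exchanging the labels of wild-type replicate 1 and heterozygous library 3 gives 1 of the 10 splits above. It had 29 DESeq2 calls in place of 17 and 7 edgeR calls in place of 0. Its tRNA calls were 3 in place of 7, and another split had 65 DESeq2 calls, so the exchange decides nothing. A mislabelled sample and a difference between mice or library preparations cannot be told apart here, since the transcript of Polr3b was not analysed and the labels give no batch. Apart from the splits, no library was moved between groups for any result.

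The tRNA share of counts was higher in each of the 3 heterozygous libraries, a direction opposite to a simple fall in Pol III output. These are shares of a library and carry no information on the amount of tRNA per cell. A few abundant transcripts are a candidate technical explanation, since the 10 most abundant transcripts held from 49.4% to 64.8% of a library's counts. Without the most abundant transcript in the denominator the log2 difference was 0.35 in place of 0.44, and the genotypes overlapped because wild-type replicate 1 rose to 54.6%. The difference in depth between genotypes is another. Heterozygous library 3 was shallower than 2 wild-type replicates and had the higher tRNA share in both of these 2 pairs. The higher share follows from the pattern itself, since every heterozygous library lay above every wild-type replicate. Only the order of depth is added by these pairs, and it rests on 1 library. Neither explanation can be told apart from an effect of genotype with these libraries, and genotype remains an open explanation.

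Most calls had a whole genotype at or under 3 counts (12 of 17), and the call with the smallest p-value had 0, 9981 and 9361 counts in wild type and 0 in each heterozygous library. Reads shared between near-identical sequences may produce such all-or-nothing values. Among transcripts with a reference sequence whose other replicates predicted at least 30 counts, a replicate at or under 3 counts was found for 6 of 56 near-identical transcripts (10.7%) and 19 of 270 others (7.04%), a difference that did not pass 0.05 (Fisher's exact test, two-sided, p = 0.405). The same was found for 15 of 80 unmatched transcripts (18.8%) and 3 of 136 tRNA features (2.21%). For the called pseudogene Gm10222 the explanation fits. Its near-identical transcript mt-Nd4l had 0 counts in the first wild-type replicate, where Gm10222 had 33, and 140 in the second, where Gm10222 had 0, and their sum had a log2 fold change of -0.39 and was not called. The explanation stays open for the other called transcripts, because no sequences of the tRNA features and unmatched transcripts were used and a transcript counted as unique can have a near-identical partner among them. A true difference between mice of 1 genotype stays open as well.

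The mean total count here was 5204816 per library. That is lower than the value quoted from the study above, which counts all sequenced reads and not the estimated counts of short transcripts alone.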
